A study of Mus musculus with 6 samples. Its data were reported in "Maternal diabetes alters transcriptional programs in the developing embryo" (2009).

How the data were processed

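Whole FVB mouse embryos of 10.5 days of gestation were compared between diabetic and control pregnancies, with 3 pools of 3 embryos per group and 1 Affymetrix Mouse 430 2.0 array per pool. The deposited values are signal intensities on a linear scale, 1 per probe set, which the authors made with GCOS and MAS5 from perfect-match and mismatch probes after one-cycle labelling of total RNA. The versions of GCOS and MAS5 are not given in the sources used here. The authors scaled each array to a common mean: without its lowest and highest signals, each array averaged between 497.8 and 498.1. Such a scaling fixes the average of each array, so that signals are relative to the other transcripts of the same pool. The table held 0 repeated identifiers and 0 signals at or under 0, and detection calls were not used here. The depth of an array is its signal over background. With 6 arrays the precision is limited by their number, and a two-sided exact permutation test of 3 against 3 arrays cannot give a p below 0.1.

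Log2 was taken of the deposited signals, with no further scaling. The 33.3% of probe sets with the lowest mean log2 signal over all 6 arrays and the 64 Affymetrix control probe sets were left out, and 30025 probe sets were tested. Probe sets were paired with gene symbols by the platform's table, in which 34958 probe sets had 1 symbol, 932 had several and 9211 had none. The gene number of 34754 of these was found in a list of mouse genes of assembly GRCm38.p6, which changed 0 symbols. Each gene was read at the tested probe set with the highest mean log2 signal among those with only its symbol, which gave 13956 genes. Genes, not positions in a genome, are given throughout, since the table gives no coordinates.

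Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance on the mean), with Benjamini-Hochberg adjustment over all tested probe sets. A probe set or gene is said to have risen or fallen when its adjusted p was under 0.05, and to have changed at least 2-fold when its fold change was also 2 or more. The ± after a signal is the standard deviation of the 3 pools. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over 25 lists; 15 lists passed with the preset correlation and 0 with the estimated one. With fry, which asks whether the genes of a list move one way on balance and compares the list with no other genes, 20 lists passed. The lists overlap: 29 of the 93 genes listed for neural tube closure and 18 of the 45 listed for Notch and Hedgehog signalling stand in another list too. The test of direction against qRT-PCR was Fisher's exact test, two-sided. Array control ratios were compared with exact permutation tests.

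The tests, samples, lists, alternatives and the rule for named genes were chosen before the data were examined. The rule named the 10 genes with the largest increase and the 10 with the largest decrease among those with an adjusted p under 0.05, groups that did not overlap and a mean log2 signal above the median of tested probe sets, leaving out clone and predicted names. It also named up to 2 members of each list that rose and up to 2 that fell with the smallest adjusted p, 12 genes of interest in this model, and Xist and genes of the Y chromosome as a check of sex. Cxadr, Sema3a, Cited4, Baz1b, Api5 and Phip among the qRT-PCR genes, Ceacam11, Ctsq and Ins2 among the markers of placenta, decidua and maternal tissue, and Tbl1x, Ctnnb1, Rbx1, Tcf7l2 and Camk2d among the probe sets that the study named, were chosen after their values were seen.

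The spike ratio is the mean log2 ratio of middle to 3' signal over 8 pairs of poly-A spike probe sets. Its use as a covariate, the fit with diabetes-exposed replicates 1 and 3 left out, and the direction against qRT-PCR at the mean of all probe sets, were added after the data were seen. Alternatives chosen earlier were median centring, quantile and cyclic loess normalization, a pseudocount of 32, no filter on dim probe sets, a filter of 50%, a fold minimum of 1.5, eBayes with no trend, the mean of all probe sets of a gene, leaving out probe sets that may bind several transcripts, leaving out each pool in turn, and the tests of the study's methods. These were Welch's test as in the methods and a regularized test with a window of 101 probe sets and a prior weight of 10, written anew for this purpose. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

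The procedure was tested on simulated data. For the comparison of exposed with control pools, 6 arrays of 30025 probe sets were drawn from the means and spreads of the real ones, with 100 probe sets changed 2-fold and 100 changed 4-fold. Of these, 31 and 69 had an adjusted p under 0.05 in the right direction, with 8 false calls among 108. On the real arrays 10868 probe sets were called at any fold, many more than were changed in the simulation. The shares recovered and false therefore need not hold for the real comparison. A list shifted by 0.5 on the log2 scale was called, with 0 of the other lists, and 0 of 25 lists were called when none was shifted. On the real arrays each other split of the pools gave between 5 and 13 lists. Each such split held pools of both groups on both sides, so that part of the group difference may remain. These are therefore not counts of false calls. The simulated 0 of 25 cannot be carried over to the real arrays, since no split of them could check it.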

Results

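RNA was profiled in whole FVB mouse embryos dissected at 10.5 days of gestation. The dams of the diabetes-exposed embryos had been given 2 injections within 1 week of 100 mg streptozotocin per kg body weight each, a drug that destroys the insulin-producing cells of the pancreas, and had blood glucose above 250 mg per dl when they were mated. The dams of the control embryos were not diabetic. RNA of 3 embryos, each from a different pregnancy, was combined into 1 pool, and each pool was hybridised to 1 Affymetrix Mouse 430 2.0 array. There were 3 control pools and 3 diabetes-exposed pools, so that each group held 9 embryos. The table held 1 signal per probe set and array, on a linear scale. The median signal was 103.3, 99.9 and 82.5 on the control arrays and 77.6, 78.9 and 74.1 on the diabetes-exposed arrays. With 3 pools per group, the number of arrays limits the precision of every value below.

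The comparison asked which transcripts differed between embryos of diabetic and of normal pregnancies at a stage when the neural tube has just closed and the heart is forming its chambers. More genes fell than rose in the lists of neural progenitor cells, of Wnt signalling and of Notch and Hedgehog signalling, and more rose than fell in those of cardiomyocytes and of the mitochondrial respiratory chain. By camera, a test of gene lists, these 5 were among 15 of 25 lists that passed with a preset correlation between genes. With an estimated one 0 passed (4 at an unadjusted p under 0.05), and by fry 20 passed. The estimate was under the preset 0.01 for the neural progenitor (-0.013), BMP and TGF-beta (-0.011), neural tube closure (-0.0042) and chromatin (-0.0012) lists. It was above 0.01 for the others of the 15. For the lists named, a higher correlation is therefore not why the call ended. Of 43 measured markers of neural progenitor cells, 26 fell and 1 rose, with a median log2 fold change of -0.61. Of 76 measured genes of Wnt signalling, 34 fell and 3 rose, and of 41 of Notch and Hedgehog signalling, 18 fell and 2 rose. Of 73 measured subunits of the respiratory chain complexes, 57 rose and 0 fell, with a median log2 fold change of 0.58. Of 28 measured markers of cardiomyocytes, 19 rose and 1 fell, with a median log2 fold change of 0.69. The directions of the 5 medians were also found under each of the other scalings of the arrays. The respiratory chain subunits also followed a control ratio of the arrays described below: their median was 0.28 with that ratio as a covariate, and 0.29 under quantile normalization.

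Of 30025 tested probe sets, 3671 changed at least 2-fold with an adjusted p under 0.05, of which 372 were higher and 3299 were lower in the diabetes-exposed pools, so that 89.9% of the changed probe sets were lower. With no minimum fold change, 4318 probe sets were higher and 6550 lower. At 1 probe set for each of 13956 genes, 983 genes changed at least 2-fold, 144 up and 839 down, and with no minimum 2461 genes rose and 2779 fell. The split between higher and lower probe sets depended on the scaling of the arrays. At a minimum of 2-fold it was 1842 higher and 2178 lower after the arrays were centred on their medians, 1060 and 2431 after quantile normalization, and 703 and 2686 after cyclic loess normalization, and for genes it was 828 and 397, 385 and 531, and 247 and 624. With no minimum it turned to 8706 higher and 4003 lower probe sets after median centring and to 6293 and 5225 after quantile normalization, and stood at 5203 and 5760 after loess normalization, while for genes it turned under the 3 scalings, to 4851 and 1318, 3352 and 2147, and 2828 and 2370. These scalings moved the median log2 fold change of all genes from about 0 to 0.32, 0.14 and 0.08. The groups did not overlap for 14975 tested probe sets, or 49.9%, where chance gives 10%. Without control replicate 1 the number of probe sets that differed at any fold was 7004, and without control replicate 2 it was 7028. At a minimum of 2-fold the higher count depended on single pools. It was 211 probe sets and 72 genes without diabetes-exposed replicate 3, and 608 and 249 without diabetes-exposed replicate 2. The lower count ran from 2452 to 3878 probe sets when each pool was left out in turn.

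**Figure D1:**
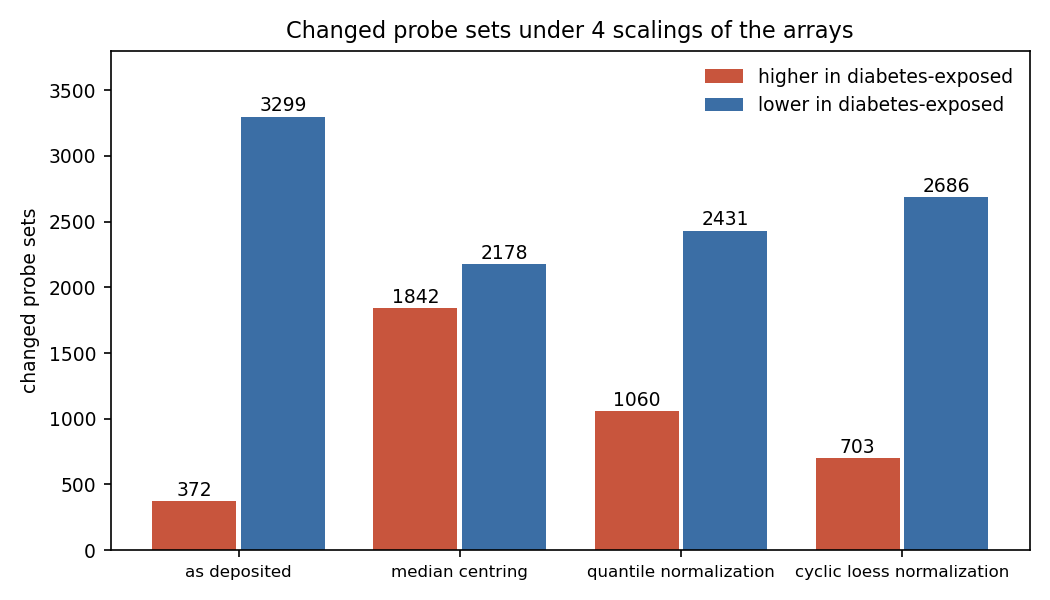
Number of probe sets that changed at least 2-fold (vertical axis) with the signals as deposited and under 3 other scalings of the arrays. Lower probe sets outnumbered higher ones under each, by 3299 to 372 as deposited and by 2178 to 1842 after median centring.

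The arrays also carried control probe sets that read the same transcript near its 3' end, in its middle and near its 5' end, and these differed between the groups. The ratio of 3' to 5' signal of beta-actin was 1.71, 1.76 and 2.19 in the control pools and 10.1, 3.09 and 10.3 in the diabetes-exposed pools. For Gapdh it was 0.824, 0.832 and 0.921 against 1.84, 0.972 and 1.72. The bacterial poly-A spikes, transcripts added to the samples and not made by the embryos, showed the same: their ratio of 3' to middle signal, averaged over 8 pairs of probe sets, was 2.10, 2.07 and 2.52 on the control arrays and 6.56, 3.47 and 7.00 on the diabetes-exposed arrays. All 16 ratios of the spikes were higher on the diabetes-exposed arrays, 15 of them without overlap, by 1.71 to 14.6 times. For each ratio without overlap the two-sided exact permutation p was 0.1, the smallest that 3 against 3 arrays allow. The hybridisation spikes, which are added after labelling, differed by 1.11 to 1.32 times. Among changed probe sets that were lower, 84.6% also had a signal that went up with the middle-to-3' ratio of the spikes between pools of the same group, against 51.1% of the probe sets that did not change. With that ratio as a covariate, an alternative chosen after the ratios were seen, 299 probe sets changed at least 2-fold, 16 higher and 283 lower, and of 106 genes past the threshold among those named by rule, 26 were also past it in the same direction. These were 2 that had risen, Bnip3 and Myl7, and 24 that had fallen: Prl8a2, Map1b, Scaf1, Htra1, Col1a1, Fbxl19, Celsr1, Fzd1, Scrib, Ski, Foxc1, Notch1, Notch3, Atp2a2, Cntn2, Sox1, Irx3, Foxd1, Col2a1, Smo, Chd3, Carm1, Ptprs and Trim44. The others of the 106 were not.

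**Figure D2:**
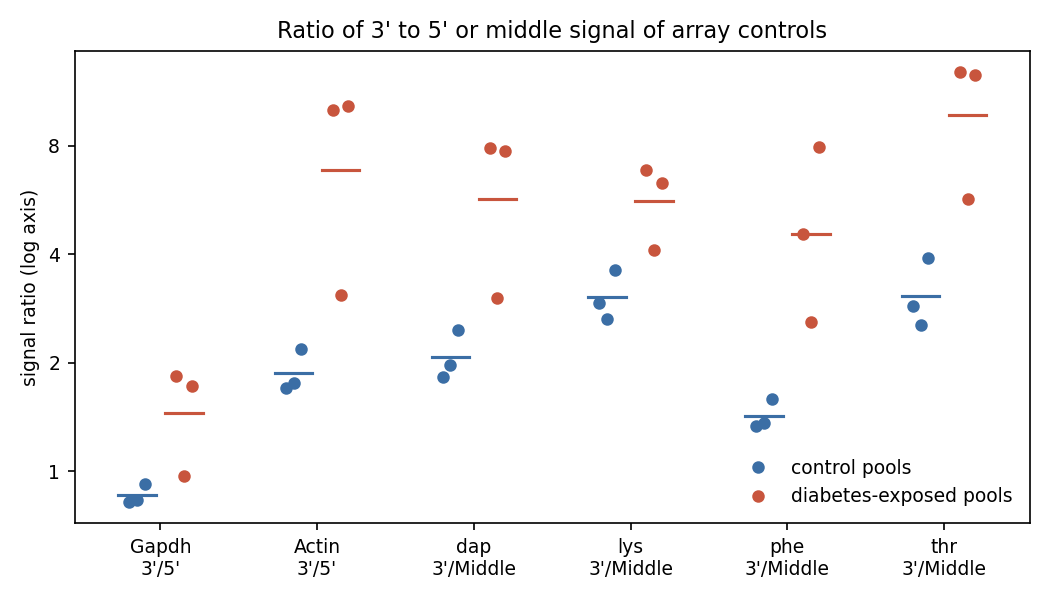
Ratio of signal near the 3' end to signal near the 5' end or in the middle (vertical log axis) for Gapdh, beta-actin and the poly-A spikes dap, lys, phe and thr, with 1 point per pool and a bar at the geometric mean of each group. Each diabetes-exposed pool lay above each control pool in the 6 ratios drawn, and diabetes-exposed replicate 2 lay closest to the controls.

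Among genes with a mean signal above the median of the tested probe sets and groups that did not overlap, the largest decrease was in Prl8a2, which encodes the decidual prolactin-related protein, a hormone of the maternal side of the placenta. Its signal was 6211 ± 447 (SD, n = 3) in the control pools and 36.3 ± 4.88 in the diabetes-exposed pools. The latter is near background, so that the data do not fix the size of the decrease: the log2 fold change of Prl8a2 was -7.42 (adjusted p = 9.7e-08), and -6.51 with a pseudocount of 32. The other decreases among the 10 largest had log2 fold changes between -3.50 and -2.40. Map1b, a microtubule-associated protein of growing axons, fell by 3.50 on the log2 scale, from a signal of 1211 ± 264 to 106.2 ± 17.1. Insm1, a transcription factor of newly formed neurons, fell by 2.49, and Col1a1, a chain of type I collagen, fell by 2.48. Htra1, a secreted protease, fell by 2.84 and Kdm6b, a histone H3 lysine demethylase, fell by 2.43. Tsc2, a brake on the growth kinase mTOR, fell by 2.46. Scaf1, Cenpb and Fbxl19 fell by 2.92, 2.46 and 2.40. With the spike ratio as a covariate 4 of the 10 lost their call: the log2 fold change was 0.57 for Cenpb (adjusted p = 0.65), -0.13 for Tsc2 (0.92), -1.47 for Kdm6b (0.28) and -2.42 for Insm1 (0.16).

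By the same rule, the 10 largest increases lay between 1.34 and 1.86 on the log2 scale. They included 3 muscle genes: Csrp3, a Z-disc protein, rose by 1.48 from 490.1 ± 69.7 to 1364 ± 143, Myl3, a ventricular myosin light chain, rose by 1.37, and Smpx, a small protein of striated muscle, rose by 1.34. Smim27, Dock4, Dnajc17, Mrpl33, a protein of the mitochondrial ribosome, and Klhl4 rose by 1.86, 1.71, 1.43, 1.40 and 1.35. Alcam, a cell adhesion molecule, rose by 1.47 and Ppp1r3c, which targets a phosphatase to glycogen, rose by 1.35. With the spike ratio as a covariate each of the 10 lost its call, with adjusted p between 0.063 and 0.98: Mrpl33 stood at 0.020, Dock4 at 0.27, Klhl4 at 0.37, Dnajc17 at 0.59 and Alcam at 0.64, and Smim27, Csrp3, Myl3, Ppp1r3c and Smpx between 1.03 and 1.38. Both Alcam and Ppp1r3c also had a probe set that was at least 2-fold lower, and 23 of the 6515 genes with several tested probe sets had such changes in both directions.

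**Figure D3:**
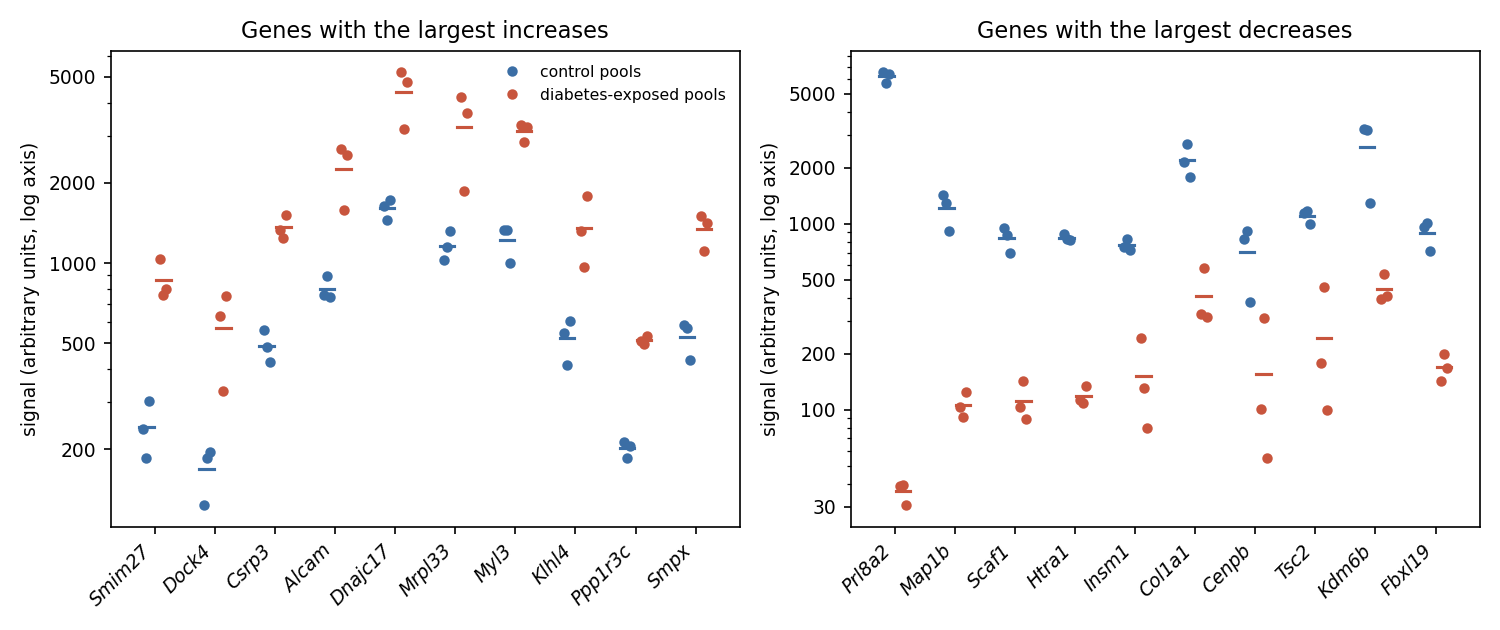
Signal (arbitrary units, vertical log axis) of the 10 genes with the largest increases and the 10 with the largest decreases, with 1 point per pool and a bar at the mean of each group. The groups did not overlap for any of the 20 genes, and Prl8a2 went from between 5699 and 6522 to between 30.7 and 39.3.

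Among the 43 measured neural progenitor markers, the transcription factor genes Sox1 and Irx3 fell by 1.86 and 1.22, and Notch1 and Notch3 fell by 1.87 and 1.20. Fabp7, a fatty acid binding protein of radial glia, was the 1 marker that rose, by 0.34, a call that ended without control replicate 1 (adjusted p = 0.14) or 3 (0.066), without diabetes-exposed replicate 1 (0.12) or 3 (0.071), and under quantile and loess normalization (0.41 and 0.25). Adjusted over the list alone, 26 markers fell and 2 rose. The list was lower than other genes, with an adjusted p of 2.7e-08 by camera and an adjusted p of 0.053 with an estimated correlation. Of 57 measured neuronal markers, 24 fell and 7 rose, and adjusted over the list alone 28 fell and 8 rose. Map1b fell by 3.50 and Cntn2, an axonal adhesion molecule, fell by 2.11, while Isl1 and Neurod4, transcription factors of differentiating neurons, rose by 0.50 and 0.87, and stood at 0.12 and 0.0024 with the spike ratio as a covariate (adjusted p = 0.80 and 0.9985). The median of the neuronal list was -0.38, with an adjusted p of 1.8e-04 by camera and 0.43 with an estimated correlation. The medians of the neural progenitor and neuronal lists were below 0 under the 4 scalings. With the spike ratio as a covariate the adjusted p of both lists stayed under 0.05, at 6.1e-10 and 4.8e-07.

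Of 76 measured genes of Wnt signalling, 34 fell and 3 rose, and adjusted over the list alone 36 fell and 3 rose. Celsr1, a cadherin of the planar cell polarity pathway, fell by 1.86 and Fzd1, a Wnt receptor, fell by 1.13. Rspo3, a secreted enhancer of Wnt signalling, and the kinase gene Csnk1a1 rose by 0.41 and 0.34. Both calls ended without control replicate 1 (adjusted p = 0.061 each) and without control replicate 2 (0.051 and 0.11), and that of Csnk1a1 also without diabetes-exposed replicate 1 (0.055) or 3 (0.081) and under quantile and loess normalization (0.83 and 0.50). The list had a median of -0.43, an adjusted p of 3.9e-07 by camera and an adjusted p of 0.12 with an estimated correlation. Of 41 measured genes of Notch and Hedgehog signalling, 18 fell and 2 rose, and adjusted over the list alone 20 fell and 2 rose. Notch3 fell by 1.20 and Smo, the transducer of the Hedgehog signal, fell by 1.19, while Hey2 rose by 0.75 and Numb by 0.35, the latter with an adjusted p of 0.070 without control replicate 1, 0.0502 without control replicate 2 and 0.056 without diabetes-exposed replicate 3. That list had an adjusted p of 5.7e-04 by camera and 0.25 with an estimated correlation. The medians of both lists stayed below 0 under the 4 scalings.

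Of 82 measured genes whose loss disturbs neural tube closure, 31 fell and 5 rose, and adjusted over the list alone 31 fell and 7 rose. Scrib, a polarity protein, fell by 1.69 and Ski, a corepressor of Smad proteins, fell by 1.32. Epha7, an ephrin receptor, and Cfl1, an actin-severing protein, rose by 0.68 and 0.49, and stood at 0.24 (adjusted p = 0.56) and -0.027 (0.94) with the spike ratio as a covariate, and Cfl1 also lost its call without control replicate 1 or 2 (adjusted p = 0.052 and 0.0501) and under loess normalization (0.43). The median was -0.13 and turned to 0.19 under median centring, which moved all genes by 0.32. The adjusted p was 0.0028 by camera and 0.096 with an estimated correlation. Of 29 measured Hox genes, which set position along the body axis, 12 fell and 0 rose, and adjusted over the list alone 12 fell and 1 rose. Hoxa4 fell by 1.45, and Hoxd3 fell from 745.7 ± 19.5 to 371.9 ± 16.2. The median of the Hox genes was -0.21, and 0.11 under median centring, with an adjusted p of 0.0028 by camera and 0.32 with an estimated correlation. When each pool was left out in turn, the median ran from -0.41 (without control replicate 3) to -0.19 (without control replicate 1).

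Of 102 measured regulators of chromatin and DNA methylation, 46 fell and 14 rose, and adjusted over the list alone 47 fell and 15 rose. Chd3, a subunit of a nucleosome remodelling complex, fell by 1.76 and Carm1, an arginine methyltransferase, fell from 4340 ± 134 to 2168 ± 67.6, while Smarca1 and Hdac2 rose by 0.61 and 0.60, and stood at 0.32 and 0.19 with that covariate. The median of the chromatin list was -0.21, and 0.10 under median centring, with an adjusted p of 0.0017 by camera and 0.096 with an estimated correlation. Of 43 measured markers of mesenchyme, somites and limb buds, 15 fell and 4 rose, and adjusted over the list alone 16 fell and 5 rose. Col2a1, the collagen of cartilage precursors, fell by 2.32 and Foxd1 by 1.40, while Myf5, which starts the muscle programme in somites, rose by 0.85 and Snai2 by 0.76, and stood at 0.54 and 0.18 with it. The mesenchyme list had an adjusted p of 0.0071 by camera and 0.23 with an estimated correlation, and its median was below 0 under each scaling. Of 44 measured genes of BMP and TGF-beta signalling, 15 fell and 7 rose, and adjusted over the list alone 19 fell and 9 rose. Smad6, an inhibitor of BMP signalling, fell by 1.59, while Id2 and Bambi rose by 0.58 and 0.57. The adjusted p of this list was 0.044 by camera, 0.23 with an estimated correlation, 0.12 with the spike ratio as a covariate and 0.089 when the dimmer 50% of the probe sets were left out, and its median of -0.18 became 0.14 under median centring.

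Of the 73 measured respiratory chain and ATP synthase subunits, Ndufa12 and Ndufa3, subunits of complex I, rose by 0.97 and 0.76. Adjusted over the list alone, 59 rose and 1 fell. The list had an adjusted p of 1.2e-16 by camera and 0.25 with an estimated correlation. Of 44 measured ribosomal protein genes, 26 rose and 0 fell, and adjusted over the list alone 29 rose and 0 fell. Rpl37 and Rps6 rose by 1.03 and 0.89. The median of the ribosomal protein genes was 0.35 and turned to -0.11 under cyclic loess normalization, where 18 fell and 10 rose. The list had an adjusted p of 1.2e-08 by camera, 0.37 with an estimated correlation, 0.37 with the spike ratio as a covariate and 0.31 under quantile normalization. Between pools of the same group, the signal went down as the middle-to-3' ratio of the spikes went up for 80.8% of the respiratory chain subunits and for 93.2% of the ribosomal protein genes.

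The 19 cardiomyocyte markers that rose included Myl7, an atrial myosin light chain, which rose by 1.16 from 3051 ± 329 to 6821 ± 507, and Csrp3. The 1 marker that fell was Atp2a2, the calcium pump of the sarcoplasmic reticulum, by 0.80. Adjusted over the list alone, 20 rose and 1 fell. The adjusted p was 6.8e-08 by camera and 0.32 with an estimated correlation. Of 42 measured transcription factors and signals of heart development, 15 fell and 7 rose, and adjusted over the list alone 16 fell and 7 rose. Notch1 fell by 1.87 and Foxc1 by 1.56, while Hand1 and Tbx20, factors of the forming chambers, rose by 0.61 and 0.56. The median of that list was -0.23, and 0.08 under median centring. When each pool was left out in turn, it ran from -0.41 (without control replicate 3) to -0.15 (without control replicate 2). The adjusted p of the list was 0.049 by camera, 0.32 with an estimated correlation and 0.055 with the spike ratio as a covariate. It was 0.066 without control replicate 2, 0.065 and 0.061 without diabetes-exposed replicates 2 and 3, 0.056 under loess normalization, 0.058 with a pseudocount of 32 and 0.089 when the dimmer 50% of the probe sets were left out.

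**Figure D4:**
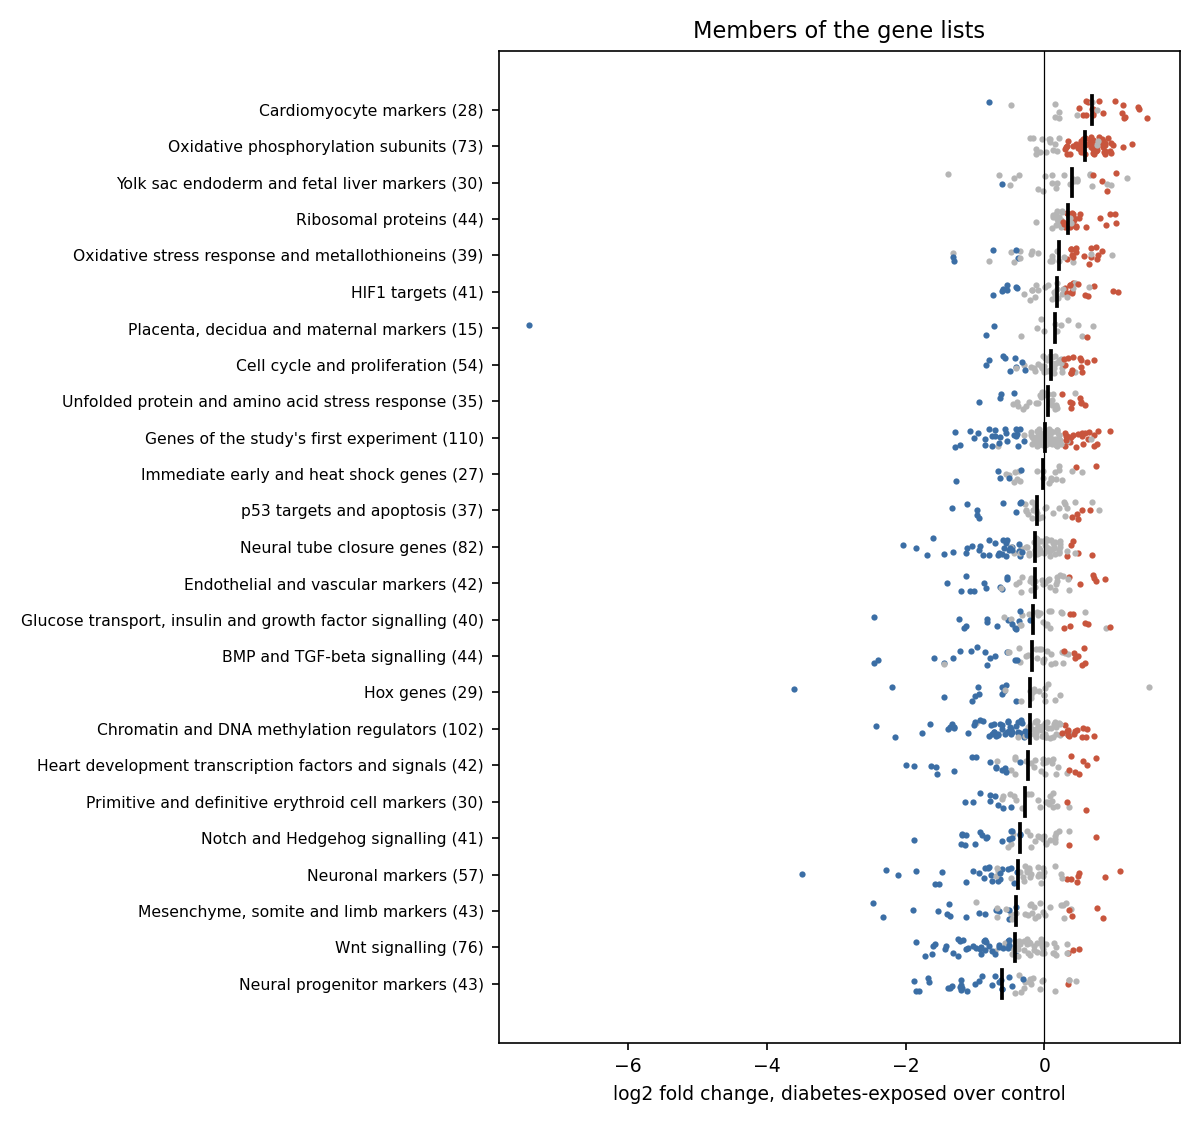
Log2 fold change, diabetes-exposed over control (horizontal axis), of the measured members of 25 gene lists (rows, with the number measured), with red points for members that rose, blue points for those that fell, grey points for those that did not pass, and a black bar at the median. Medians ran from -0.61 for neural progenitor markers to 0.69 for cardiomyocyte markers; under median centring the medians of the neural tube closure, Hox, chromatin, BMP and TGF-beta, heart development, erythroid, endothelial, glucose transport, immediate early and p53 lists turned above 0, under quantile normalization those of the endothelial and p53 lists turned above 0 and that of the cell cycle list below 0, and under cyclic loess normalization those of the ribosomal protein and cell cycle lists turned below 0 and that of the p53 list above 0.

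Of 39 measured genes of the oxidative stress response, 15 rose and 5 fell, and adjusted over the list alone 15 rose and 6 fell. The peroxidase gene Prdx4 and the glutathione transferase gene Gsta4 rose by 0.67 and 0.75, while Gclm, a subunit of the enzyme that starts glutathione synthesis, and Keap1, which holds the response in check, fell by 1.30 and 1.31. The adjusted p was 0.049 by camera, 0.32 with an estimated correlation and 0.25 with the spike ratio as a covariate. It was 0.085 without control replicate 2, 0.058 without diabetes-exposed replicate 1, 0.053 with a pseudocount of 32, and 0.10, 0.41 and 0.45 after median centring, quantile and loess normalization. Of 30 measured markers of yolk sac endoderm and fetal liver, 4 rose and 1 fell, and adjusted over the list alone 4 rose and 0 fell. Apoa2, an apolipoprotein, rose by 1.03 and Selenop, a selenium carrier, by 0.70, and Ctsz fell by 0.61, a call that ended when any pool but diabetes-exposed replicate 2 was left out, with adjusted p between 0.083 and 0.13. The adjusted p of that list was 0.027 by camera, 0.25 with an estimated correlation, 0.15 with the spike ratio as a covariate and 0.071 after median centring.

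The remaining lists were not past the threshold. Of 41 measured targets of the hypoxia factor HIF1, 13 rose and 7 fell, both counts being the same when adjusted over the list alone, with an adjusted p of 0.099, and of 0.044 without diabetes-exposed replicate 1 and 0.045 after median centring. Bnip3, a mitochondrial receptor for autophagy, rose by 1.06, Higd1a rose from 4275 ± 417 to 8577 ± 1422, and Egln1, the oxygen sensor that marks HIF1 for decay, fell by 0.74. Of 30 measured erythroid markers, 9 fell and 2 rose, with an adjusted p of 0.099, and adjusted over the list alone 10 fell and 2 rose; that p was 0.0013 without diabetes-exposed replicate 1, 0.028 without control replicate 2, 0.014 and 0.013 under quantile and loess normalization and 1.1e-06 with the spike ratio as a covariate. Slc4a1, an anion exchanger of red cells, fell by 1.14. Of 40 measured genes of glucose transport and insulin signalling, 14 fell and 7 rose, with an adjusted p of 0.18, and of 0.047 under quantile normalization, and adjusted over the list alone 16 fell and 7 rose. The glucose transporter genes Slc2a1 and Slc2a3 rose by 0.59 and 0.64, and stood at 0.13 and 0.54 with that covariate, and the kinase genes Akt1 and Akt2 fell by 0.82 and 1.13. Of 54 measured cell cycle genes, 13 rose and 9 fell, with an adjusted p of 0.16, of 0.041 after median centring and, in the opposite direction, of 0.034 under quantile normalization, and adjusted over the list alone 15 rose and 9 fell; Birc5 rose by 0.52 and Mycn fell by 0.49, and Mycn lost its call after median centring (-0.18, adjusted p = 0.27). Of 42 measured endothelial markers, 11 fell and 6 rose, also when adjusted over the list alone, with an adjusted p of 0.32; Esam rose by 0.70 and Vegfb fell by 1.20. Of 35 measured genes of the unfolded protein response, 8 rose and 4 fell, with an adjusted p of 0.39, and adjusted over the list alone 8 rose and 5 fell; Xbp1 rose by 0.59. Of 37 measured p53 targets and apoptosis genes, 9 fell and 5 rose, also when adjusted over the list alone, with an adjusted p of 0.65; Ccng1 rose by 0.66 and Zmat3 fell by 0.98. Of 27 measured immediate early and heat shock genes, 5 fell and 2 rose, with an adjusted p of 0.77, and adjusted over the list alone 4 fell and 2 rose; Jun fell by 1.27 and Hspb1 rose by 0.74. Of 15 measured markers of placenta, decidua and maternal tissue, 3 fell and 1 rose, also when adjusted over the list alone, with an adjusted p of 0.77, a mean of -0.42 and a median of 0.15, which differ in sign because of Prl8a2.

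Genes that the study had singled out were read in the same way. The signal of Hif1a, the hypoxia factor itself, was 6573 ± 211 in the control pools and 7078 ± 517 in the diabetes-exposed pools (SD, n = 3), a log2 fold change of 0.10 with an adjusted p of 0.36. Pax3, whose loss leaves the neural tube open, had a log2 fold change of 0.08 with an adjusted p of 0.66. For Tgfbr1, Pcdh18, Map2, Mt2, Pole4 and Slc2a2 the log2 fold changes were 0.10, 0.17, -0.09, 0.67, 0.04 and 0.89, and none of the 6 was past the threshold. These values are of the brightest probe set of each gene, and other tested sets fell. Hif1a had 1 such set, from 481.9 to 21.3, and Map2 had 1, from 338.2 to 50.7. Tgfbr1 had 2, 1 from 368.8 to 4.80 and 1 with a log2 fold change of -3.05. Pcdh18 had 2, from 619.5 to 335.1 and from 229.2 to 36.2. Without diabetes-exposed replicate 2, the metallothionein gene Mt2 stood at 1.15 with an adjusted p of 0.0014. Median centring, which moved all genes up, brought Hif1a, Tgfbr1, Pcdh18 and Slc2a2 past it, at 0.42, 0.42, 0.48 and 1.21. Under quantile normalization, which moved the median of all genes to 0.14, Hif1a and Tgfbr1 passed in the opposite direction, at -0.18 each (adjusted p = 0.026 and 0.027). Dcx, a microtubule protein of migrating neurons, fell by 0.76 and Twsg1, a modulator of BMP, by 0.71, and Twsg1 stood at 0.24 with the spike ratio as a covariate and lost its call when any pool but diabetes-exposed replicate 2 was left out, with adjusted p between 0.066 and 0.10.

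The study named 43 probe sets of Wnt pathway genes on these same pools, so that their direction is not independent evidence. Of these, 40 fell and 3 rose at least 2-fold, also when adjusted over the list alone. Those that fell included 1 set of Tbl1x, which fell from 780.2 ± 273 to 28.4 ± 15.2, the latter near background, and 1 of Ctnnb1, the gene of beta-catenin, which fell from 3643 ± 841 to 332.7 ± 352. The brightest set of Ctnnb1 had signals of 17668 and 19510, with a log2 fold change of 0.14 and an adjusted p of 0.24. Rbx1 rose from 5908 ± 412 to 11937 ± 1884, 1 set of Tcf7l2 rose by 1.03, where the brightest set of that gene fell by 0.52, and Camk2d rose from 16.6 ± 5.12 to 46.5 ± 5.96, both near background. For 33 of the 43, other probe sets of the same gene were tested: the named sets had a median of -1.33, and the other sets a median of -0.44, below 0 for 30 genes. The median of the other sets, 2 for each gene, was -0.57 for Tbl1x and -0.74 for Ctnnb1. For Ctnnb1 it takes in the brightest set, at 0.14, so that the 2 sets did not go the same way.

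Of the genes that the study had followed by qRT-PCR in other embryos, 25 were measured here. The direction here was that of the study's first arrays for 9 of the 25 (Fisher's exact test, two-sided, p = 0.36) and that of qRT-PCR for 13 of the 22 genes for which qRT-PCR gave a direction (p = 0.115, exact). Of all genes, 50.0% had a log2 fold change below 0. Of the 25 genes, 5 fell, Cited4 by 0.96, Dcx by 0.76, Twsg1 by 0.71, Cxadr, a receptor of cell junctions, by 0.56 and Baz1b by 0.29, and 5 rose, Sema3a, an axon guidance signal, by 0.71, Slc2a1 by 0.59, Api5 by 0.48, Phip by 0.37 and Tfrc by 0.33. The call of Tfrc ended without control replicate 1 or 2 (adjusted p = 0.11 and 0.17) and without diabetes-exposed replicate 1 or 3 (0.15 and 0.12). It also ended with no dim filter (0.062) and under quantile and loess normalization (0.43 and 0.24). On the first arrays Cited4 had been higher and Sema3a, Api5, Phip and Tfrc lower. By the study's qRT-PCR Sema3a and Phip were higher, as here. Api5 and Slc2a1 were lower by qRT-PCR, unlike here, and Cited4 and Tfrc had no direction. The directions found here are of the brightest probe set of each gene. Of 23 genes with other tested sets, 21 had one that fell and 2 had one that rose, and at the mean of all sets of a gene, read after the data were seen, the direction was that of the first arrays for 22 of 25 genes (Fisher's exact test, p = 0.033) and that of qRT-PCR for 18 of 22 (p = 0.34, exact). Of 110 measured genes from the list of the study's first array experiment, 25 fell and 21 rose, also when adjusted over the list alone. The adjusted p by camera was 0.995, and 0.034 under quantile normalization. It was 5.7e-08 at the mean of all probe sets of a gene, a reading not matched for the number of probe sets. Ptprs and Trim44 fell by 1.22 and 0.80, and Tubb2b and Pik3c2a rose by 0.76 and 0.65.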

Values the study reported

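The study reported 2231 transcripts that differed more than 2-fold in these pools, of which 276 (12.37%) were increased and 1955 (87.63%) decreased in diabetes-exposed embryos. It gave 43 genes with roles in Wnt signalling as affected by maternal diabetes. Of the 126 genes altered more than 2-fold in its first array experiment, it recovered 67 above the same limit in these pools.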

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

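The tests of loss of signal and of whole transcripts for the split of changed probe sets, and the counts over other splits of the pools, were written before their results were seen; the tests of array scaling, of the neural progenitor and Wnt lists, of all parts of the second pattern and of Prl8a2 were written or amended after. Amended were the bound against more heart tissue, at first any median of 0 or below, the test of the neural lists, which took the place of one that fell on its bound, and the decidua test, to which a minimum signal was added. The bounds against loss of signal for the respiratory chain, ribosomal and cardiomyocyte lists were also changed after values were seen. The spike ratio stood in for distance from the 3' end, since positions of probes along transcripts were not used here, and the labels name no labelling batch, so that batch and group could coincide. Within groups the spike ratio differed most between diabetes-exposed replicate 2 (3.47) and replicates 1 and 3 (6.56 and 7.00), and replicate 2 also had the lowest Xist signal, so that the covariate may take in other differences of that pool, its sex included: Xist stood at -10.6 with it.

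Most changed probe sets were lower in the diabetes-exposed pools, 3299 of 3671. Loss of signal away from the 3' end of transcripts may be a technical part: 84.6% of the lower probe sets, and 74.4% of lower genes at their brightest set, also tracked the spike ratio between pools of the same group, and with the ratio as a covariate the median log2 fold change went from -1.60 (median standard error 0.31) to -0.78 (0.46) for these probe sets and from -1.30 (0.18) to -1.02 (0.31) for these genes, so that calls ended both because changes shrank and because errors grew. Whether such loss accounts for the neural progenitor and Wnt lists as a whole cannot be decided. The spike ratio is only a stand-in, and the test was written or amended after values were seen. The measured members of these lists had a median of -0.36 (0.27) with the covariate, against -0.47 (0.14) without. By camera with the preset correlation, their adjusted p stayed at 6.1e-10 and 1.3e-06 with the covariate. With an estimated correlation and no covariate neither list passed (adjusted p = 0.053 and 0.12). Of the members 53.8% tracked the ratio, and 60% of those that fell, whose median went from -0.998 to -0.93. The lists are not shown to differ in this from other lower genes. Lower levels of whole transcripts may also contribute, since the other probe sets of the 377 lower genes that had any had a median of -1.12. This cannot separate the explanations. Positions of probes were not used, and loss away from the 3' end could lower the other sets too. A loss in labelling that reaches all parts of a transcript could also give such a median. The scaling of the arrays stays open, because the share lower dropped to 54.2% under median centring, which moves all probe sets of an array alike, to 69.6% under quantile and to 79.3% under cyclic loess normalization, and an effect of maternal diabetes stays open because the spike ratio differed between the groups.

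Transcripts of the respiratory chain, the ribosome and cardiomyocytes were higher in the diabetes-exposed pools. Their lists passed by camera with the preset correlation, but not with an estimated one (adjusted p = 0.25, 0.37 and 0.32). For cardiomyocyte markers the array signs argue against loss of signal as the source, since only 46.4% of the members went down as the spike ratio went up within groups and their median was 0.84 (median standard error 0.29) with the covariate and 0.69 (0.15) without. For ribosomal protein genes both technical explanations stay open: 93.2% of the members followed the spike ratio, their median went from 0.35 (0.09) to 0.03 (0.11) with the covariate, and relative to all genes it was -0.19 under cyclic loess normalization. For respiratory chain subunits 80.8% followed the ratio and the median went from 0.58 (0.10) to 0.28 (0.13), while the smallest shift relative to all genes over the 4 scalings was 0.16, between the bounds set for and against scaling. By camera with the preset correlation, the adjusted p of these subunits was 5.4e-12 with the covariate. It was 3.2e-07 under quantile and 9.0e-08 under cyclic loess normalization. A larger share of heart tissue in the exposed pools cannot be told apart from a rise within cardiomyocytes, since transcription factors and signals of heart development had a median of -0.23 with members going both ways, and many of these are expressed outside the heart.

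The signal of Prl8a2 was high in the 3 control pools, at 6522, 5699 and 6412, and near background in the 3 diabetes-exposed pools, between 30.7 and 39.3. The tables argue against loss of signal away from the 3' end, since its trend with the spike ratio within groups gave 3.06% of its log2 fold change. Maternal decidua carried along in the control pools is a candidate source. The rule for 30 other markers of placenta, decidua and maternal tissue asked for an at least 2-fold higher signal there without overlap of groups. A mean signal of 100 or more was also asked for. Of the 30, 0 met this rule, also with no minimum signal, where 3 near background, Ceacam11, Ctsq and Ins2, were at least 2-fold lower there. Most of the 30 had means under 100 in both groups, so that they could not meet the rule with its minimum. Brighter ones went both ways, such as Cdkn1c (6410 in control and 3559 in exposed pools) and Plac8 (278 and 419). Since the list holds few transcripts made by decidua alone, decidua carried along cannot be told apart from expression in the embryo. The control pools were alike, with a coefficient of variation of 7.20%. Of the 15 measured members of that list, 3 stand in other lists too, and no sort removed maternal cells.

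Some control probe sets outside the comparison stood out because each diabetes-exposed pool was above each control pool. Signal of 18S ribosomal RNA was higher by a factor of 3.76 at its 3' probe set, 4.22 at its middle one and 1.67 at its 5' one. The probe set of the B1 repeat was higher by a factor of 1.91. The ratio of 3' to middle signal of the poly-A spikes was higher by a factor of 2.44.

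The 6 pools can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split alone gave as large a result, 1 of 10, for each of the 4 counts. It gave 3671 changed probe sets, 10868 at any fold and 983 changed genes, where the highest other split gave 0 of each. For gene lists it gave 15, and the highest other, control replicates 1 and 2 with diabetes-exposed replicate 1, gave 13. Each of the other splits gave at least 5 lists. Each held pools of both groups on both sides, so that these are not counts of false calls.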

How the results depend on the processing

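The spike ratio as a covariate, the fit with diabetes-exposed replicates 1 and 3 left out and the direction against qRT-PCR at the mean of all probe sets were chosen after the results were seen; in the fit without these pools the lone exposed pool is assumed to vary like the controls. At a minimum of 2-fold, or of 1.5-fold where so stated, lower probe sets outnumbered higher ones under each setting run; with no minimum higher ones did under median centring (8706 and 4003) and quantile normalization (6293 and 5225). The share lower was 54.2% under median centring, 69.6% under quantile and 79.3% under cyclic loess normalization, 93.4% with a pseudocount of 32, 88.3% with no dim filter, 88.4% with the methods' t-test unadjusted, 95.7% with it adjusted, 72.2% at a fold minimum of 1.5, 94.6% with the spike ratio, 96.6% with the 2 exposed pools left out, and between 86.4% and 92.9% without each pool in turn; the cause was not tested. With the spike ratio the counts were 299 changed probe sets, 204 changed genes, 363 probe sets at any fold and 27 named genes past the threshold in place of 106, of which 26 were called before and Xist was gained; errors grew with the added term. Of the 983 changed genes, 159 also changed there. With the 2 exposed pools left out, 2202 probe sets changed, and 5180 at any fold. Without 1 pool, the number at any fold ran from 7004 (without control replicate 1; 7028 without control replicate 2) to 12372 (without diabetes-exposed replicate 2). The methods' t-test gave 187 probe sets and 129 genes with adjustment, and 2707 and 841 without it. Both tests of the methods, unadjusted and with a ratio over 2, gave 2647 probe sets, 88.9% of them lower, and 827 genes. Why the adjusted counts of the t-test were lower than those of the main test was not tested. A fold minimum of 1.5 let in more, 7263 probe sets and 2900 genes. With an estimated correlation 0 lists passed. The p of the direction against qRT-PCR was 0.029 (exact) under cyclic loess normalization, with 16 of 22 genes alike, where median centring left 7 alike and the mean of all probe sets gave 18 (p 0.34). Over the other alternatives the p ran from 0.090 to 0.59, and the cause was not tested. Reversed were the cell cycle list under quantile normalization (adjusted p 0.034) and the ribosomal list under cyclic loess (0.062), Hif1a (-0.18, adjusted p 0.026) and Tgfbr1 (-0.18, 0.027) under quantile normalization, and, with the spike ratio, Cenpb (0.57), Cfl1 (-0.027), Tfrc (-0.023), Ctsz (0.30), Ccn2 (-0.026) and Twsg1 (0.24). Xist ran from -2.43 to 1.24 without each pool, the latter without diabetes-exposed replicate 2, and was -10.6 (adjusted p 0.00068) with the spike ratio and -6.08 (0.0028) with the 2 exposed pools left out, which leaves replicate 2. The numbers of the pools do not pair them, and a block by number gave 3784 changed probe sets. Depth limits fold changes near background: with a pseudocount of 32 Slc2a2 (signals 28.3 and 53.6) went from 0.89 to 0.49 and Prl8a2 from -7.42 to -6.51.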

Other observations

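The comparisons between probe sets of one gene, the count of genes with a lower set and the link of sex to the spike ratio were chosen after the values were seen; the genes of the sex check, the list test and its reading at the mean of all probe sets were chosen before. The pools differed in the sex of their embryos. Xist, which is transcribed from the inactive X chromosome of females, had signals of 5014, 2430 and 8197 in the control pools and 11157, 68.8 and 10814 in the diabetes-exposed pools. Eif2s3y, a gene of the Y chromosome, had 654.1, 1001 and 236.0 against 608.0, 1503 and 693.0, and Kdm5d had 477.1, 743.7 and 173.0 against 518.4, 1086 and 610.9. Diabetes-exposed replicate 2, which was also nearest to the controls in its spike ratio, thus had the highest Y-linked signals and the lowest Xist signal of the 6 pools.

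For some genes, probe sets differed in the direction or the size of their change. For Hif1a the brightest probe set had a log2 fold change of 0.10, while another had signals of 594.3, 608.3 and 243.1 in the control pools and 17.5, 24.2 and 22.1 in the diabetes-exposed pools. For Tgfbr1, besides the brightest set at 0.10, another went from 466.1, 507.1 and 133.1 to 1.6, 10.4 and 2.4. One probe set of Dcx went from 594.4, 784.7 and 403.1 to 28.8, 70.6 and 35.1, where its brightest set fell by 0.76. Of 6515 genes with several tested probe sets, 559 had some that rose and some that fell.

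The same was seen in the list of genes from the study's first array experiment. By both tests of the methods and a ratio over 2, 55 of the 110 measured genes had a lower probe set, 1 of them also a higher one, where genes with as many tested probe sets would give 26.1. At the brightest probe set of each gene, 3 passed. Read at the mean of all probe sets of a gene, the list had an adjusted p of 5.7e-08 by camera, against 0.995 at the brightest set. Over the other alternatives it ran from 0.034 to 0.997. Unlike the count of 55, the reading at the mean was not matched for the number of probe sets. The 110 genes had 337 tested probe sets, where all 13956 genes had 25222.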
